# Microarray Analysis For Expression Profiles of lncRNAs and circRNAs in Rat Liver after Brain-Dead Donor Liver Transplantation

**DOI:** 10.1155/2019/5604843

**Published:** 2019-11-07

**Authors:** Sanyang Chen, Hongbo Fang, Jie Li, Jihua Shi, Jiakai Zhang, Peihao Wen, Zhihui Wang, Han Yang, Shengli Cao, Huapeng Zhang, Hongwei Tang, Wenzhi Guo, Shuijun Zhang

## Abstract

The mechanisms underlying severe liver injury after brain-dead (BD) donor liver transplantation (BDDLT) remain unclear. In this study, we aimed to explore the roles of lncRNAs and circRNAs in liver injury after BDDLT. Rat liver injury was detected in the sham, BD, control, and BDDLT groups. We examined the expression profiles of lncRNAs and circRNAs in the livers of the BDDLT and control group using microarray analysis. The main functions of the differentially expressed genes were analyzed by gene ontology (GO) and KEGG pathway enrichment analysis. In addition, we used bioinformatic analyses to construct related expression networks. Liver injury was aggravated in the BD and BDDLT groups. We found various mRNAs, lncRNAs, and circRNAs that were differentially expressed in the BDDLT group compared with those in the control group. Coding-noncoding gene co-expression (CNC) network analysis showed that expression of the lncRNA LOC102553657 was associated with that of the apoptosis-related genes including HMOX1 and ATF3. Furthermore, competing endogenous RNAs (ceRNAs) network analysis revealed that the lncRNA LOC103692832 and rno_circRNA_007609 were ceRNAs of rno-miR-135a-5p targeting Atf3, Per2, and Mras. These results suggest that lncRNAs and circRNAs play important roles in the pathogenesis and development of liver injury during BDDLT.

## 1. Introduction

In current practice, most liver grafts are obtained from brain-dead (BD) donors [1]. Brain death refers to the irreversible and permanent loss of all function throughout the entire brain, including the brainstem [2]. Previous clinical and experimental studies have shown that a series of complex pathophysiological changes occur during brain death, including hemodynamic instability, increased leukocyte infiltration, hormonal imbalance, induction of cytokines and chemokines, and increased expression of heat shock proteins. These changes reduce the tolerance of liver grafts to the further cold preservation/reperfusion injury and aggravate liver injury after liver transplantation (LT), thus reducing the graft survival rate [3–6]. Despite an increasing number of studies on brain death, to date, there have been few in-depth studies on its mechanism, especially at the genetic level. Furthermore, no precise biomarker has been identified which can predict liver injury following BD donor LT (BDDLT).

Noncoding RNAs are RNA molecules that normally do not encode proteins, but instead functionally regulate protein expression [7, 8]. Noncoding RNAs mainly include long noncoding RNAs (lncRNAs), circular RNAs (circRNAs), and microRNAs (miRNAs) [9]. lncRNAs are transcripts longer than 200 nucleotides which, because of their stability, are ideal biomarkers for disease research. New evidence suggests that lncRNAs play a key role in regulating many cellular biological processes, including cell proliferation, differentiation, apoptosis, migration and invasion, and the cell cycle [10–12]. In recent years, their potential roles in liver injury have been recognized. The lncRNA Gm2199 can promote hepatocyte regeneration and provides protection against liver injury, while the lncRNAs HOTAIR, HULC, and uc003wbd are highly expressed in patients with liver cancer or hepatitis B [13–16]. Recent studies have shown that circRNAs play a key role in the development of human diseases. CircRNAs are a type of RNA formed from a single-stranded, covalently closed loop, which serve mainly as a “sponge” for miRNAs [17, 18]. Additionally, circRNAs can compete with pre-mRNA splicing or affect gene transcription by their association with phosphorylated Pol II [19, 20]. Recently, an increasing number of studies have focused on the role of circRNAs in liver injury [21, 22].

Although Catania et al. investigated changes in mRNA expression during brain death [23]. However, to date, no study has explored the mechanisms by which noncoding RNAs participate in liver injury after BDDLT. Therefore, to investigate the role of noncoding RNAs in liver injury after BDDLT, we measured the differential expression of lncRNAs, circRNAs, and mRNAs in liver tissues after BDDLT, using microarray analysis. Significant differences in expression levels of lncRNAs and mRNAs were further verified by quantitative real-time polymerase chain reaction (qRT-RCR) analysis. In addition, we analyzed related pathways and gene ontology (GO), and furthermore performed network analyses of coding-noncoding gene CNC (CNC), competing endogenous RNAs (ceRNAs), lncRNAs' adjacent coding genes, and TF-lncRNAs enriched with mRNAs using bioinformatic methods. Our study aimed to elucidate the mechanisms of liver injury after BDDLT to help identify biomarkers of liver injury and new therapeutic targets.

## 2. Materials and Methods

### 2.1. Animals and Establishment of BD, Orthotopic LT Model

Male Lewis rats weighing 250–280 g were purchased from Beijing Vital River Laboratory Animal Technology Co. (Beijing, China). All of the experimental procedures were approved by the Animal Ethics Committee of Zhengzhou University.

Brain death was induced by increasing intracranial pressure in a modified, slow, and intermittent fashion [24]. A 3F Fogarty catheter was connected to a pressure pump and then inserted into the epidural space through a hole in the skull. An additional catheter was inserted into the saphenous artery to record the arterial blood pressure, and a blood pressure above 80 mmHg was considered normal. The liver was procured 6 h after brain death induction according to the clinical practice [25, 26].

Livers from BD and nonBD donors were perfused with the University of Wisconsin (UW) preservation solution. The rat models of LT were established using the two-cuff technique without liver artery reconstruction [27]. The anhepatic phase lasted 17–20 min.

Experimental animals were randomized into four groups: sham-operated rats underwent only drilling of the skull and laparotomy, without any other procedure performed; in the BD group, brain death was maintained for 6 h after induction; in the control group, the sham-operated rats were used as donors for orthotopic LT; in the BDDLT group, grafts for orthotopic LT were obtained 6 h after brain death. Serum and tissue samples were obtained before liver harvesting and 12 h after reperfusion.

### 2.2. Biochemistry and Enzyme-Linked Immunosorbent Assay (ELISA)

Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were measured using a fully automated multi-functional serum biochemical analyzer (7600-020, Hitachi, Japan). Malondialdehyde (MDA) and superoxide dismutase (SOD) activity in the liver tissue were detected using an ELISA kit (Jiancheng, Nanjing, China). Liver tissue myeloperoxidase (MPO), liver tissue 3-nitrotyrosine, bile lactate dehydrogenase (LDH), and gamma-glutamyl transferase (GGT) were detected using a different ELISA kit (CUSABIO, Wuhan, China).

### 2.3. TUNEL Fluorescence Assay

From the TUNEL kit, appropriate volumes of reagent 1 (TdT) and reagent 2 (dUTP) were mixed at a ratio of 1 : 9 to cover the tissue. The mixture was added to the tissue with DAPI and then incubated at room temperature in the dark. The results were observed under a fluorescence microscope [24].

### 2.4. RNA Extraction and Quantitative Real-Time PCR Validation

RNA was extracted from tissue using TRIZOL (Invitrogen, America). Synthesis of cDNA was performed with a reverse transcription kit (TaKaRa, Japan) using the Gene Amp PCR System 9700 (Applied Biosystems, America), real-time PCR was performed using SYBR Green PCR Master Mix (TaKaRa) on the Gene Amp PCR System 9700, and the primers used were as described below. The primers of the randomly selected lncRNAs, mRNAs, and internal parameters of GAPDH are shown in Table 1.

### 2.5. Microarray Assay

Microarray analysis was performed by KangChen Bio-tech, Shanghai, PR China. Briefly, Three pairs of liver tissues were harvested 12 h after LT in the BDDLT group and the control group. Differential expression levels of lncRNAs, circRNAs, and mRNAs were measured using microarray analysis techniques [28]. Arraystar Rat LncRNA Microarray V2.0 was used. Sample labeling and array hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology) with minor modifications. Briefly, mRNA was purified from total RNA after removal of rRNA (mRNA-ONLY™ Eukaryotic mRNA Isolation Kit, Epicentre). Then, each sample was amplified and transcribed into fluorescent cRNA along the entire length of the transcripts without 3′ bias utilizing a random priming method (Arraystar Flash RNA Labeling Kit, Arraystar). The hybridized arrays were washed, fixed, and scanned using the Agilent DNA Microarray Scanner (part number G2505C). Meanwhile, the Arraystar Rat circRNA Array V1 analysis of the liver samples was conducted. Total RNAs were digested with Rnase R (Epicentre, Inc.) to remove linear RNAs and enrich circular RNAs. Then, the enriched circular RNAs were amplified and transcribed into fluorescent cRNA utilizing a random priming method (Arraystar Super RNA Labeling Kit; Arraystar). The labeled cRNAs were hybridized onto the Arraystar Rat circRNA Array V1 (8 ×∉15 K, Arraystar). After having washed the slides, the arrays were scanned by the Agilent Scanner G2505C. Agilent Feature Extraction software (version 11.0.1.1) was used to analyze acquired array images. Statistically significant differences in the expression of lncRNAs, circRNAs, and mRNAs were evaluated in the BDDLT group and the control group based on *p*-values and FDR filtering. A fold change ≥ 2.0, *p* < 0.05, and FDR < 0.05 were considered statistically significant. We deposited the microarray data and additional information to the GEO database with accession number GSE14520 and GSE119748, respectively.

### 2.6. Gene Ontology (GO) and KEGG Pathway Analysis

Gene ontology (GO) analysis provides a controlled vocabulary to describe gene and gene product attributes in any organism. We use topGO to analyze differential genes in order to infer their molecular functions (http://www.geneontology.org). The 10 items with the smallest *p*-values were selected for graphical display; in the case that fewer than 10 items met the statistical criteria, all the items were displayed. We performed KEGG pathway analysis to harvest pathway clusters covering our knowledge on the molecular interaction and reaction networks in differentially regulated gene profiling. Again, the 10 items with the smallest *p*-values were selected for graphical display or all the items if fewer than 10 met the statistical criteria. We also used differentially expressed genes for pathway analysis to infer the pathways they participate in. Pathway analysis is a functional analysis mapping genes to KEGG pathways. The *p*-value (EASE-score, Fisher-*p*-value or Hypergeometric-*p*-value) denotes the significance of the Pathway correlated to the conditions. Lower the *p*-value, more significant is the Pathway. (The recommend *p*-value cut-off is 0.05.) Significant pathways contain some genes that differently, pathway-gene network was constructed by the relationship between pathway and gene.

### 2.7. CNC and CeRNA Network Analysis

CNC is a method of correlation analysis between noncoding RNA and mRNA co-expression data, which is based on the Pearson correlation coefficient (PCC) between coding genes and noncoding transcripts according to their expression levels. The criteria for significant effects were set to PCC ≥ 0.90, *p* < 0.01, and FDR <0.01. The normalized signal intensities of specific mRNA and lncRNA expression levels were used to construct coexpression network. According to the expression data of coding and noncoding RNA, we calculated the co-expression relationship (Pearson correlation coefficient, PCC) between coding and noncoding RNA to construct the network. By analyzing the functions of these known RNA molecules, we can associate unknown RNA molecules with specific signaling pathways or diseases to predict their functions and mechanisms. The network was visualized using Cytoscape software (version 2.8.3) [29]. By analyzing the functions of these known RNA molecules, we can associate unknown RNA molecules with specific signaling pathways or diseases to predict their functions and mechanisms.

As is known to us, the ceRNA regulatory mechanism is very important between the mRNA and ncRNAs, including miRNA, lncRNA, and circRNA. Possible miRNA response elements were searched for based on the lncRNA, circRNA, and mRNA sequences. We predicted target mRNAs and lncRNAs (circRNAs) of these miRNAs based on TargetScan 7.2 and compared these target genes to the differentially expressed genes that were identified in our array results. Then the overlapping of the same miRNA seed sequence binding site both on the lncRNAs/circRNAs, and the mRNA predicted lncRNA/circRNA-miRNA-mRNA interaction.

### 2.8. Cis- and Trans-Regulation Prediction

lncRNAs whose expression showed significant correlations with the cis- and trans-regulation of mRNAs were processed. For cis-regulation, previous study defined that a cis-regulator is the one that exerts its function on a neighbouring gene located at the same chromosome, so we search for the adjacent genes less than 300 kb upstream or downstream of lncRNAs may serve as potential targets for cis-regulation of lncRNA [28]. For trans-regulation, we were more interested in the way lncRNAs exert their effects via transcription factors (TFs). The TFs were predicted by the TRANSFAC8.3 database based on promoter regions of lncRNA. LncRNA binding transcription factors were predicted by scoring and *E* value <0.01. Therefore, we enriched those mRNAs co-expressed with lncRNAs that significantly overlapped with the target genes of a given TF and constructed an lncRNA-TF-mRNA network. The enrichment and connectivity was based on Position Frequency Matrix (PFM) performed as described previously [30, 31].

### 2.9. Statistical Analysis

All statistical analyses were performed in SPSS 21.0 and GraphPad Prism software. Data are expressed as mean ± standard deviation (means ± SD). Statistical significance was defined as *p* value less than 0.05 using two-tailed unpaired Student's *t*-test.

## 3. Results

### 3.1. Brain Death Promotes Early Liver Graft Injury in Rats

Brain death is characterized by a rapid increase in blood pressure (autonomic storm), followed by a decrease, usually to baseline level or below, and a flat-lined EEG (Supplementary [Supplementary-material supplementary-material-1]). We first measured the serum levels of transaminases (AST and ALT). Compared with those in the control group, AST and ALT levels were significantly increased in the BD group and the BDDLT group. Based on the ELISA results, the BD and BDDLT groups showed greater aggravated oxidative stress and inflammatory injury than the control group, characterized by significantly increased levels of MDA, MPO, and 3-notrotyrosine and decreased SOD levels in the BDDLT group (Figure 1(a)). In addition, liver tissue cell apoptosis was detected by TUNEL staining; compared with the control group, the BDDLT group had increased cell apoptosis (Figure 1(b).

### 3.2. Microarray Analysis Reveals Differentially Expressed lncRNA and circRNA Profiles

Microarray probes successfully detected thousands of transcripts in the liver tissue in the BDDLT group and in the control group. 

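RNA levels of lncRNAs and mRNAs were read on 6 single-colour Arraystar Rat LncRNA arrays, each hybridized with the liver RNA of a different rat. There were 3 rats in the BDDLT group, whose donors had been brain dead for 6 h, and 3 rats in the control group, and all livers were taken 12 h after LT. The authors deposited the Agilent Feature Extraction output of each array, in which the processed signal is a spot's intensity after background subtraction. They also deposited a table of log2 values that had been normalized between the arrays. Each array carried 41623 spots of 38321 probes, not counting control spots. For the values given here, between 139 and 200 outlier spots per array were left out, the log2 processed signals of the spots of a probe were averaged, and the 75th percentile of each array was subtracted. That percentile was a signal of 242, 252 and 273 in BDDLT replicates 1, 2 and 3, and of 217, 226 and 257 in control replicates 1, 2 and 3. The number of saturated spots was 0 on every array.

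In the BDDLT group, 26513, 25369 and 29489 probes were well above background on replicates 1, 2 and 3. In the control group, the numbers were 25546, 25971 and 30940. Of 153 negative control spots, at most 3.92% were well above background on any array. In all, 27259 probes were detected, that is, well above background on at least 3 of the 6 arrays, and 23971 were well above background on all 6. Replicates 1 and 2 of both groups lay on one slide and replicate 3 of both groups lay on another, and the arrays of the second slide had the most detected probes in each group. The median SD between the spots of a probe on 1 array was between 0.0566 and 0.0781 on the log2 scale over 50 probes with at least 10 spots. Between arrays of the same group, the median SD of the tested probes was 0.195. The number of arrays limits the precision of each comparison. The files name 37277 probes only by a number of the manufacturer, which gives neither the gene nor whether its transcript is an lncRNA or an mRNA, so both classes were tested together.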

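The BDDLT group was compared with the control group in 27250 detected probes of all classes with limma. A probe was counted as differentially expressed with a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. By these limits 222 probes were differentially expressed, and the smallest adjusted p from limma was 0.00864. In all 222, the 3 values of one group lay above the 3 values of the other. The 222 were chosen for their difference on the same arrays, so this is no separate support for them. Such separation was true of 24.4% of the tested probes and is true of 10% by chance. Without the limit on the fold change, 477 probes had an adjusted p under 0.05. With the replicate number as a block, which treats the livers as pairs, limma called 0 probes, its smallest adjusted p was 0.0581, and 641 probes had at least a 2-fold difference and an unadjusted p under 0.05. Without the block, 617 probes met these unadjusted limits. With the slide as a block, 355 probes were differentially expressed, among them all 222. On the first slide alone, with 2 arrays per group, limma called 0 probes, and 918 met the unadjusted limits. The second slide held 1 array of each group and allowed no test. When 1 array at a time was left out, between 0 and 96 probes were differentially expressed. The methods' t-test called 504 probes with the limit on the unadjusted p and 73 after Benjamini-Hochberg adjustment.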

Compared with those in the control group, 228 differentially expressed lncRNAs and 330 differentially expressed mRNAs were detected in three liver tissues in the BDDLT group. Among these differentially expressed transcripts, there were 181 up-regulated lncRNAs, among which LOC102553824 showed the largest difference (fold change: 7.86); there were 47 down-regulated lncRNAs, among which AABR06018038.2 showed the largest difference (fold change: 4.32). 

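The files do not pair these names with probes, so probes were sought by their fold change alone among the 38269 probes outside the controls in the authors' deposited normalized values. A single probe rounded to a 7.86-fold rise, ASRNV20027214. Its deposited log2 values were 8.71 ± 0.84 (SD, n = 3) in the BDDLT group and 5.73 ± 0.30 (SD, n = 3) in the control group. On these values its adjusted p was 0.0369 from limma and 0.0973 from the methods' t-test, which was not past the limit. On the scale of the 75th percentile, its log2 fold change was 2.97 with a standard error of 0.43 and an adjusted p of 0.0424 from limma. It was higher in all 3 BDDLT livers than in any control liver, and it was well above background on all 6 arrays. Its log2 fold change ranged from 2.14 to 3.43 over 20 other ways of processing. It was past the limits of 10 of these, some of which limit only the unadjusted p.

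A fall of 4.32-fold was shared by 2 probes, whose log2 values differed from each other by between 0.693 and 0.739 on each of the arrays. Their log2 fold changes on the scale of the 75th percentile were -2.10 with a standard error of 0.19 and -2.08 with a standard error of 0.20. Both had an adjusted p of 0.0214 from limma. On the deposited normalized values, the methods' t-test gave them an adjusted p of 0.0397 and 0.04, both past the limit. Both probes were lower in all 3 BDDLT livers than in any control liver. Each was past the limits of 11 of the 20 other ways of processing, some of which limit only the unadjusted p. The match rests on the fold change, and the identity of these probes was not tested.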

There were 164 and 166 up- and down-regulated mRNA transcripts, respectively (fold change ≥ 2.0, *p* < 0.05, and FDR < 0.05). In addition, a total of 5,501 up-regulated and 5,329 down-regulated circRNAs were detected in the liver tissue chips from both the BDDLT and control groups. 

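Of the 222 differentially expressed probes, 144 (64.9%) were higher and 78 (35.1%) were lower in the BDDLT group. In the authors' deposited normalized values, 156 were higher and 96 were lower. The methods' t-test with the unadjusted p gave 295 higher and 209 lower probes, and after Benjamini-Hochberg adjustment 48 and 25. Over all tested probes the median log2 fold change was -0.03. One group was not well above background on any array for 15 of the 222 probes, of which 8 were higher and 7 were lower. For these probes only a lower bound of the fold change was computed, with the dim group set on each array to the lowest signal among probes well above background or to the probe's own signal, whichever was higher. The lower probe with the largest fitted change, ASRNV20028038, was not well above background in the BDDLT group, where it was at least 3.66-fold lower than in the control group (adjusted p of 0.00864 from limma). It was past the limits in 13 of 19 other ways of processing. Its fitted log2 fold change over these ranged from -3.88 to -0.62, and the latter, a 1.54-fold difference with normexp background correction, lies under that bound.

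**Figure D1:**
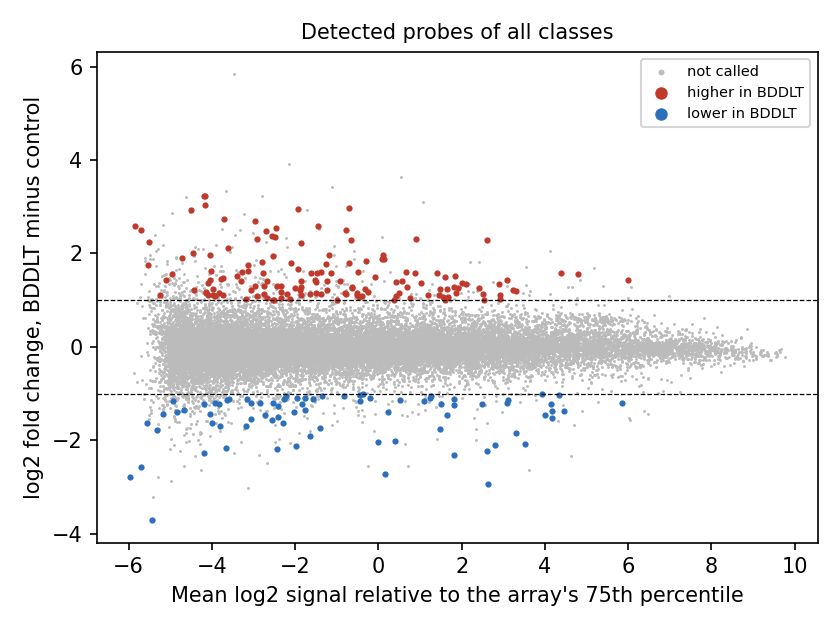
Log2 fold change of each tested probe, BDDLT minus control, against its mean log2 signal relative to the 75th percentile of the array. Red points are the 144 probes called higher and blue points the 78 called lower, grey points are the other tested probes, and dashed lines mark a 2-fold change. Called probes occur from signals near the background, at the left edge, up to bright signals, but not at the right end.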

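Among the differentially expressed probes of all classes, 12 rose and 2 fell by more than 5-fold with both groups measured. Measured here means well above background on at least 1 array of each group. The 12 rises include ASRNV20027214, whose fold change matches one the paper gives for an lncRNA. The paper's 12 rises of more than 5-fold are of mRNAs alone, so the 2 counts of rises are not alike. A further 4 rises and 3 falls of this size had one group not well above background on any array, and their lower bound was above 5 for 2 of the rises and 0 of the falls. Among the probes with both groups measured, the largest fitted rise past both limits was 9.39-fold, with a log2 fold change of 3.23, a standard error of 0.49 and an adjusted p of 0.0454 from limma. This probe was well above background on 3 BDDLT arrays but on only 1 control array, so its fold change rests largely on control signals near the background. It was past the limits of 9 of 19 other ways of processing, some of which limit only the unadjusted p. Over the 19 ways its log2 fold change ranged from 0.64, with normexp background correction, to 3.86, on the first slide alone.

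With limma on the authors' deposited normalized values, the largest rise past both limits was 12.22-fold. With the methods' t-test after adjustment it was 7.60-fold. The 12.22-fold rise was that of probe ASRNV20022841. Its deposited log2 values were 10.28 ± 1.02 (SD, n = 3) in the BDDLT group and 6.67 ± 0.80 (SD, n = 3) in the control group. On these values its adjusted p was 0.0493 from limma and 0.127 from the methods' t-test, which was not past the limit. On the scale of the 75th percentile its log2 fold change was 3.64 with a standard error of 0.65, and its adjusted p of 0.0582 from limma was not past the limit. Its log2 fold change ranged from 3.02 to 4.56 over 20 other ways of processing. It was past the limits of 7 of these, some of which limit only the unadjusted p. In those its adjusted p was between 0.0582, from limma, and 0.133, from the methods' t-test. On the scale of the 75th percentile, the largest fall past both limits with both groups measured was 7.59-fold, for probe ASRNV20001166. Its log2 fold change was -2.92 with a standard error of 0.29 and an adjusted p of 0.0217 from limma. In the deposited normalized values its fold change was 7.71. On those values its adjusted p was 0.0187 from limma and 0.052 from the methods' t-test, which was not past the limit. It was past the limits of 10 of the 20 other ways of processing, some of which limit only the unadjusted p. Without 1 array its adjusted p from limma was between 0.0419 and 0.181, and it was past the limit only without control replicate 3. With the methods' t-test and unadjusted p, the deposited normalized values gave 24 rises and 7 falls of more than 5-fold with both groups measured, a setting chosen after the data were seen. For both of these probes, the values of the groups did not overlap.

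**Figure D2:**
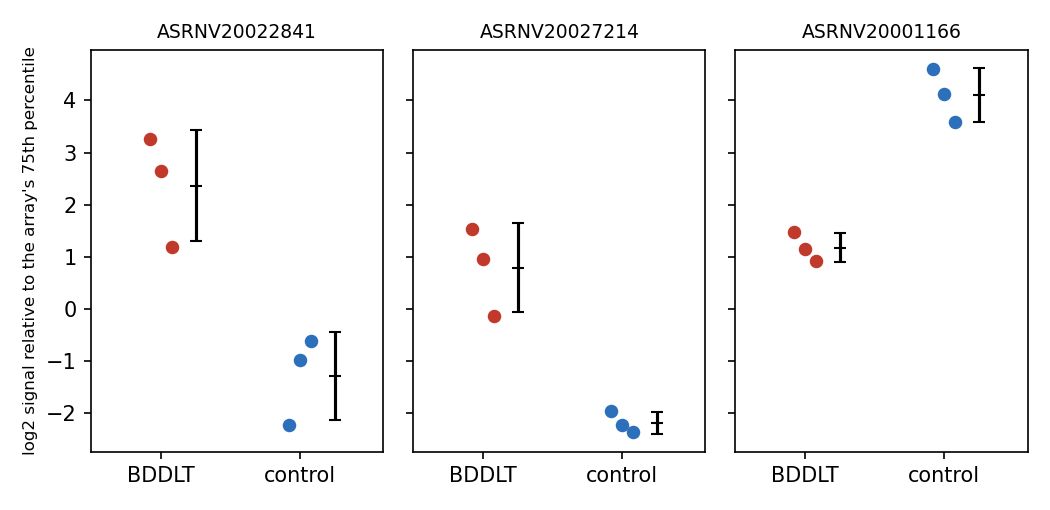
Log2 signal relative to the 75th percentile of the array in each liver for probes ASRNV20022841, ASRNV20027214 and ASRNV20001166. Points are single livers, and the bars give the mean and SD of 3 livers per group. For each of these probes the groups do not overlap, and ASRNV20022841 ranges from 1.19 to 3.25 in the BDDLT group and from -2.22 to -0.62 in the control group.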

Coding gene expression profiling revealed 19 mRNAs with a more than 5-fold difference, among which 12 were up-regulated, with the largest fold change being that for Acpp (fold change: 12.22), and 7 were down-regulated, with the largest fold change being that for Serpina7 (fold change: 7.71). 

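The arrays were compared over the 27192 detected probes that had a value on every array. Across these probes, which are not independent replicates, Pearson's r between arrays ranged from 0.979 to 0.992. Its mean was 0.987 within groups and 0.984 between groups, a difference of 0.00337. Between arrays of the same slide the mean r was 0.988 and between slides 0.983, a difference of 0.00500. The first principal component held 39.6% of the variance and separated the slides. The second held 28.9%, and all 3 BDDLT arrays lay above all 3 control arrays on it. Average-linkage clustering over these probes put replicates 1 and 2 of both groups in one cluster and replicate 3 of both groups in the other. Over the 222 differentially expressed probes, which were chosen for their difference between the groups, the mean r was 0.993 within groups and 0.841 between groups, and the clusters were the BDDLT group and the control group.

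**Figure D3:**
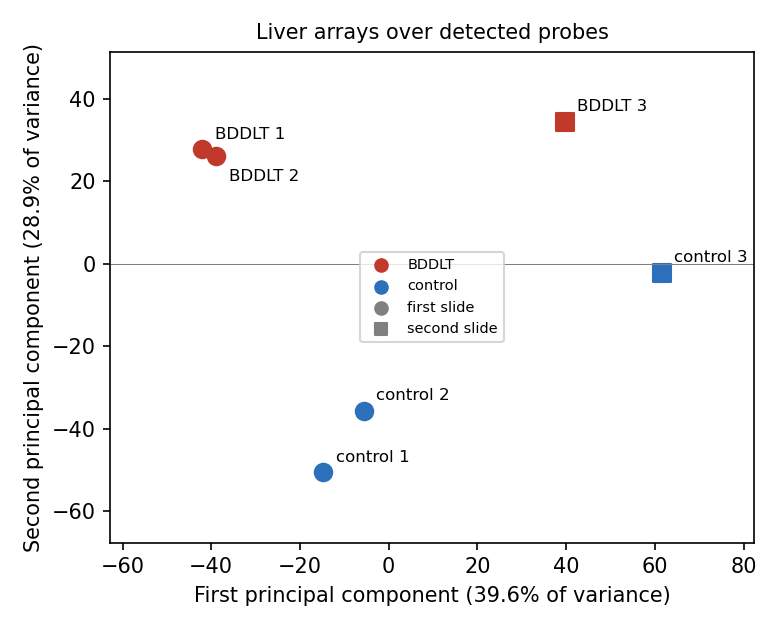
First and second principal components of the 6 arrays over all detected probes, with 39.6% and 28.9% of the variance. Colours mark the BDDLT and control groups, circles the first slide and squares the second. Replicate 3 of both groups lies to the right of the other arrays, and the BDDLT arrays lie above the control arrays.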

Clustering analysis showed that the expression patterns of lncRNAs, mRNAs, and circRNAs significantly differed between the two groups. Thus, expression levels of the identified lncRNAs, cirRNAs, and mRNAs in the liver tissue after BDDLT were significantly different from those in the control group (Figure 2(a)).

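In the limma fit with the group and the slide together, 1151 probes differed between the BDDLT and control groups with an adjusted p under 0.05. In the same fit, 1347 probes differed between the slides, 546 of them by at least 2-fold. Without a block, 477 probes differed between the groups with an adjusted p under 0.05 from limma. With the replicate number as a block, 0 probes did. From the clustering of the arrays, the paper concludes that expression in the liver after BDDLT differed from that in the control group. It also reports tests of single transcripts and qRT-PCR of selected lncRNAs and mRNAs in a larger number of livers. The qRT-PCR was not analysed here.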

These lncRNAs are widely distributed on all chromosomes including the X chromosome and the Y chromosome. Circos images show the distribution of lncRNA in rat chromosomes. The outermost layer of Circos shows the distribution of rat chromosomes. The black and white bands represent the cytobands of the chromosomes. The two circles in the middle represent the up-down distribution of lncRNAs. The more intense the red color, the higher the up-down multiple, and the more intense the blue color, the higher the down-down multiple. The intermediate outer ring represents the difference in all detected lncRNAs in the chip, and the intermediate inner ring represents the difference in different lncRNAs (fold change is greater than 2.0, *p* < 0.05) (Figure 2(b)). The abnormally expressed lncRNAs were divided into six categories according to their relationships with protein-encoding genes: exon-overlapping (10.9%), intron-overlapping (8.7%), natural antisense (3.8%), and intron antisense (9.3%), and there were a number of crossover events among these four categories, with 60.7% being intergenic and 6.6% being bidirectional. Furthermore, intergenic lncRNAs were the largest category among all of the differentially expressed lncRNAs (60.7%), with both the up-regulated intergenic lncRNAs (45.9%) and down-regulated intergenic lncRNAs (14.8%) accounting for large proportions (Figure 2(c)). The Venn diagram presents the overlapping of relationships and the numbers indicate the lncRNA counts (Figure 2(d)).

### 3.3. GO and KEGG Pathway Analysis

GO enrichment analysis of significantly differentially expressed mRNAs can reveal the role of differentially regulated lncRNAs. Up-regulated mRNAs have been found to be primarily involved in single-organism metabolic processes and activities of the germ cell nucleus and hydrolase. Furthermore, down-regulated transcripts mainly participate in drug metabolism, extracellular space, and immunoglobulin receptor binding (Figure 3(a)). Our data revealed ten pathways associated with the up- and down-regulation of mRNAs. KEGG enrichment analysis of the up-regulated protein-coding genes showed that the signaling pathway responsible for fatty acid elongation was the most significantly enriched. In contrast, KEGG analysis of the down-regulated transcripts revealed that the PI3K-Akt signaling pathway was the most significantly enriched pathway (Figure 3(b)). According to the relationship between enrichment pathway and mRNA, the corresponding pathway-gene network map was constructed (Figure 3(c)).

### 3.4. Verification of Differentially Expressed lncRNAs and mRNAs

In our results, mRNAs reported to be involved in hepatic ischemia-reperfusion injury, and their corresponding LncRNA by bioinformatics speculation were selected for qRT-PCR analysis to verify the microarray results, using 10 pairs of liver tissues obtained after LT in the BDDLT group and the control group. The analysis revealed that expression of LOC102555648, LOC103692056, LOC103692832, Ablim3-XR_596973, Ablim3-XR_596974, and LOC102554711 decreased in the liver tissue of the BDDLT group, consistent with the microarray results (Figure 4(a)). Similarly, consistent with the microarray results, eight mRNAs showed altered expression compared with those in the control group, with Per2, Inhba, and Rb1 up-regulated, but Angptl4, Atf3, Hmox1, Ndrg1, and Trib3 down-regulated (Figure 4(b)).

### 3.5. CNC and Functional Prediction of lncRNAs/mRNAs

We selected seven coding genes with significant differential expression to construct the CNC network based on the correlation degree. These mRNAs are involved in many biological processes such as the cell cycle, apoptosis, epithelial-mesenchymal transition (EMT), and angiogenesis. The network revealed that the up-regulated lncRNA AABR06081886.1 was negatively correlated with Atf3, Hmox1, Angptl4, and Trib3, whereas the down-regulated lncRNA LOC100911923 was positively correlated with these four protein-coding genes, which are mainly involved in cell apoptosis (Figure 5).

### 3.6. Prediction of Cis- and Trans-Regulatory Functions of lncRNAs (Adjacent Coding Genes of lncRNAs and lncRNA-TF-mRNA)

Based on the coexpression, we further explored how the abnormally regulated lncRNAs could achieve cis- or trans-regulation of mRNAs. Ten differentially expressed lncRNAs were selected to conduct searches for their adjacent coding genes. The coexpressed protein-coding genes were defined as cis-regulated genes with one differentially expressed lncRNA within 300 kb on the same chromosome. The number of adjacent coding genes differs among lncRNAs. For example, LOC103692721 has up to three adjacent coding genes, whereas other lncRNAs have only one target gene. The adjacent gene pattern showed that the down-regulated IGH-6 and ABR06046430.3 were cis-regulated by lncRNA LOC103692721 and involved in liver injury after LT from BD donors. The up-regulated lncRNAs-TFs network consisted of 15 TFs and 95 correlated lncRNAs, and they were connected by 172 edges. The down-regulated lncRNAs-TFs network consisted of 13 TFs and 26 correlated lncRNAs, and they were connected by 43 edges (Figures 6(a) and 6(b)).

Assuming that lncRNAs have transregulatory functions, we analyzed the mRNAs coexpressed with these lncRNAs and mRNAs regulated by TFs. We found that the up-regulated-lncRNA-TF-gene network consisted of 83 lncRNAs, 15 TFs, and 6 correlated genes. The down-regulated-lncRNA-TF-gene network consisted of 22 lncRNAs, 15 TFs, and 6 correlated genes. The lncRNA-TF-mRNA diagram showed that the lncRNA LOC102553657 trans-regulates HMOX1 via the HNF-3beta TF. Next, on the basis of TF-lncRNA binary analysis, we additionally introduced mRNAs to construct the TF-lncRNA-mRNA ternary network. Most lncRNAs, including AP-2, AR, HNF-1, Crx, Sp3, CBF (2), HNF-3alpha, Nkx2-1, and POU1F1a, were found to be involved in TF regulation (Figures 7(a) and 7(b)).

### 3.7. Construction of the ceRNA Network

The ceRNA network was constructed based on microarray results from liver tissues after LT in both the BDDLT group and the control group. Six lncRNAs and 11 circRNAs with significant differential expression were selected. Some of these shared miRNA response elements (MREs); for example, lncRNAs LOC103692832 and rno_circRNA_007609 are ceRNAs of rno-miR-135a-5p targeting Atf3, Per2, and Mras, whereas lncRNAs Ablim3 and rno_circRNA_013693 are ceRNAs of rno-miR-322-5p targeting Per2, Mapkapk3, and Trim59 (Figure 8).

## 4. Discussion

Our study corroborates previous research demonstrating that the complex pathophysiological changes occurring during brain death have a significant impact on graft function and survival [32, 33]. The “autonomous storm” during brain death is considered the main cause of hemodynamic instability, which can lead to insufficient organ perfusion, activate proinflammatory factors, and thus promote liver injury soon after transplantation [34, 35]. We found that the levels of transaminases were elevated after BDDLT, along with activation of inflammatory factors and an increased number of apoptotic cells. However, the mechanisms underlying liver injury after BDDLT remain unclear.

The traditional view of gene regulation focuses on protein-coding genes; however, this view has changed since the discovery of many noncoding genes such as lncRNAs, circRNAs, and microRNAs [9]. The roles that lncRNAs can play in the diagnosis and treatment of liver diseases have been recognized [36]. Abnormal lncRNA expression levels have been found in different types of liver injury, suggesting that lncRNAs are involved in the pathogenesis of liver injury [37, 38]. MEG3 and GAS5 can inhibit liver fibrosis, while TUG1 can protect liver grafts during cold preservation [39–41]. A potential relationship between liver injury and circRNA has been previously established, suggesting that circRNA inhibits hepatic steatosis [42]. A large number of differentially expressed circRNAs were also found in hepatic ischemia-reperfusion injury models [21]. In this study, we analyzed for the first time the changes in expression of lncRNAs, circRNAs, and mRNAs in liver tissues after BDDLT.

We obtained the expression profiles of lncRNAs and circRNAs by microarray analysis. A large number of differentially expressed lncRNAs and circRNAs were found in liver tissues after BDDLT, with about 60% of the down-regulated lncRNAs being intergenic. Six down-regulated lncRNAs and eight differentially expressed mRNAs were further verified by qRT-PCR. Overall, the qRT-PCR verification results were consistent with the microarray results. The differentially expressed genes were subsequently classified according to the data using thermograms and cluster maps. We also found that the differentially expressed lncRNAs were distributed across all the chromosomes, suggesting that every chromosome in the liver tissue, including the X and Y chromosome, was abnormal after BDDLT. We found that Hmox1, Ndrg1, and Atf3 were significantly down-regulated in liver tissues after BDDLT; thus, these genes may be involved in inducing apoptosis after BDDLT to cause liver injury.

KEGG pathway analysis of differentially expressed mRNAs revealed that multiple pathways (primarily the fatty acid elongation pathway and the PI3K-Akt signaling pathway) were involved in liver injury after BDDLT. GO analysis revealed that the main mechanisms of liver injury after BDDLT included single-organism metabolism, drug metabolism, and immunoglobulin receptor binding. At present, the functions of most lncRNAs are unknown, and constructing a CNC network is one method for predicting lncRNA functions [43, 44]. We found that the expression levels of many lncRNAs were significantly associated with protein-encoding genes through correlation of expression levels. Therefore, we established a CNC network to predict the relationship between lncRNAs and mRNAs. The network revealed that the up-regulated lncRNA AABR06081886.1 was negatively correlated with Atf3, Hmox1, Angptl4, and Trib3, whereas the down-regulated lncRNA LOC100911923 was positively correlated with these four protein-coding genes, which are mainly involved in cell apoptosis.

It has been reported that lncRNA can affect the expression of adjacent or distal genes via cis-regulation and trans-regulation [45–47]. We studied the relationships between ten significantly differentially expressed lncRNAs and their adjacent genes, in an attempt to provide a new theoretical mechanism for liver injury after BDDLT. We found that the number of adjacent coding genes differed among lncRNAs; for example, LOC103692721 had up to three adjacent coding genes, whereas other lncRNAs had only one target gene. In addition, the adjacent gene pattern showed that the down-regulated gene IGH-6 and ABR06046430.3 were cis-regulated by lncRNA LOC103692721 and involved in liver injury after BDDLT.

Furthermore, based on our results, we constructed the lncRNA-TF network. Transcriptional regulation by lncRNAs can be predicted from the regulation of TFs, which they express [48–50]. The combination of TFs and cis-acting elements can also regulate the expression levels of target genes in the promoter region [51, 52]. It has also been reported that TFs participate in the occurrence and development of liver injury [53, 54]. Therefore, a comprehensive analysis of TFs and differentially coexpressed genes can improve our understanding of liver injury after BDDLT. A number of lncRNAs may be involved in specific pathways for TF regulation. Therefore, assuming that lncRNAs regulate transcription, we analyzed mRNAs coexpressed with lncRNA and TF-regulated mRNAs. Using *p* < 0.01 and FDR <0.01 as the statistical criteria, we found that each lncRNA was associated with between one to over a dozen TFs, and that each lncRNA-TF pair resulted from the enrichment of several genes, providing key data for subsequent studies. In the liver tissues from the BDDLT group, we found that the up-regulated lncRNAs-TFs network consists of 15 TFs and 95 correlated lncRNAs, and they are connected by 172 edges. The down-regulated lncRNAs-TFs network consists of 13 TFs and 26 correlated lncRNAs, and they are connected by 43 edges. Furthermore, the lncRNA-TF-mRNA diagram showed that lncRNA LOC102553657 trans-regulated HMOX1 via HNF-3beta TF. Thus, we speculate that these TFs participate in liver injury after BDDLT by regulating the transcription of lncRNAs and mRNAs. However, the relationships between lncRNAs and TFs needs further investigation.

Pandolfi et al. introduced a hypothesis called the ceRNA mechanism, which proposed that transcripts such as mRNAs, pseudogenes, and lncRNAs can serve as natural miRNA sponges by competitively binding to miRNA response elements (MREs) to suppress their expression and function [55]. Indeed, ceRNAs have important influences on gene expression at the post-transcriptional level, and several studies have reported that lncRNA is involved in the pathogenesis of liver injury through ceRNA [56–59]. However, the roles of lncRNA- and circRNA-related ceRNAs in liver injury have not been studied. In the current study, we constructed for the first time the ceRNA network with lncRNA-miRNA-circRNA-mRNA associations based on microarray results. Our results reveal a specific ceRNA network underlying liver injury after BDDLT. We found that the lncRNAs LOC103692832 and rno_circRNA_007609 were ceRNAs of rno-miR-135a-5p targeting Atf3, Per2, and Mras, whereas the lncRNAs Ablim3 and rno_circRNA_013693 were ceRNAs of rno-miR-322-5p targeting Per2, Mapkapk3, and Trim59. Thus, lncRNAs and circRNAs harbor MREs and thus play key roles in liver injury after BDDLT.

## 5. Conclusions

We found that brain death promotes liver injury after LT. Furthermore, we identified a number of specific abnormally regulated lncRNAs and circRNAs, which could be promising markers of the pathogenesis of liver injury after BDDLT and provide new directions for predicting and diagnosing this condition. Our research paves the way for further studies regarding the roles of lncRNAs and circRNAs after BDDLT.

## Figures and Tables

**Figure 1:**
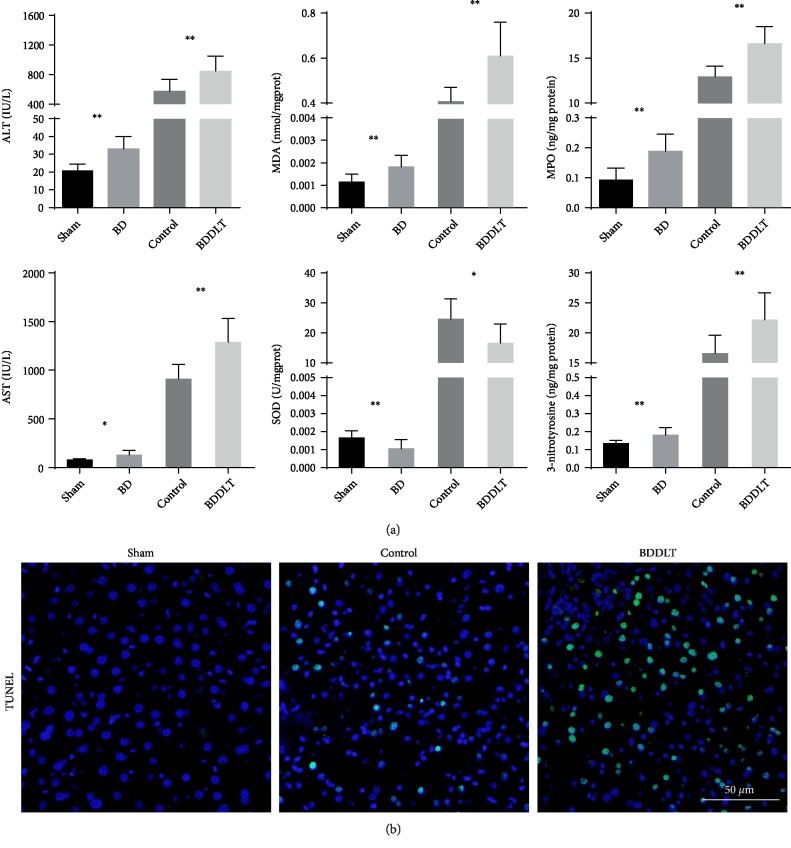
Biochemical and ELISA measurements of liver damage markers; TUNEL staining of liver tissue. (a) ALT, AST, MDA, 3-nitrotyrosine, and MPO levels were significantly increased, and the SOD level was significantly decreased in the BD and BDDLT groups. All data are shown as mean ± SD. The levels of statistical significance are indicated as ^∗^*p* < 0.05, ^∗^^∗^*p* < 0.01 statistically significant. For statistical analysis, a two-tailed Student's *t* test was used. (b) TUNEL staining of liver tissue showed more apoptotic cells in the BDDLT group (scale bar: 50 *µ*m).

**Figure 2:**
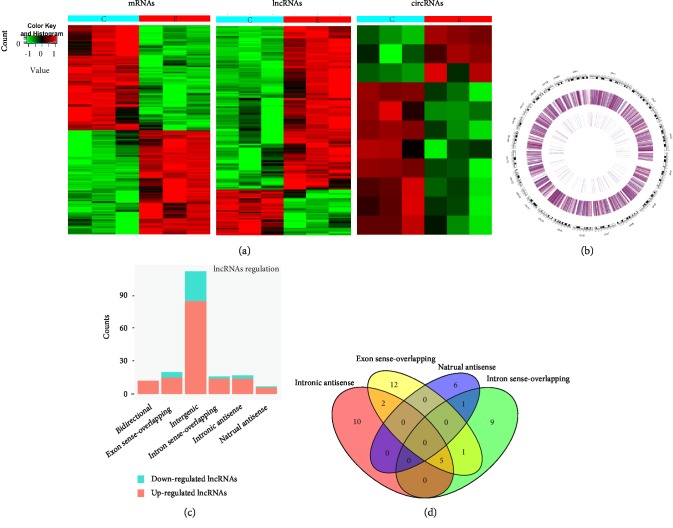
Heat maps showing expression profiles of lncRNAs, circRNAs, mRNAs, and identification of differentially expressed lncRNAs in the liver tissues of the control and BDDLT group. (a) Heat maps show normalized expression values of significantly changed lncRNAs, circRNAs, and mRNAs with a fold change ≥ 2.0, *p* < 0.05, and FDR < 0.05. C: control group tissues. B: BDDLT group tissues. (b) Circos images show the distribution of lncRNA in rat chromosomes, the outermost layer of Circos is the distribution of rat chromosomes, the black and white bands are the cytobands of chromosomes, the middle two circles are the up-down distribution of lncRNA, the intermediate outer ring represents the difference of all detected lncRNAs in the chip, and the intermediate inner ring represents the difference of different lncRNAs (fold change is greater than 2.0, *p* < 0.05). (c) Types and counts of differentially regulated lncRNAs detected by microarray (fold change ≥ 2.0, *p* < 0.05, and FDR < 0.05). The lncRNAs are classified into 6 types according to the relationship and genomic loci with their associated coding genes. (d) The Venn diagram represents the overlapping of relationships and the numbers indicate the lncRNA counts.

**Figure 3:**
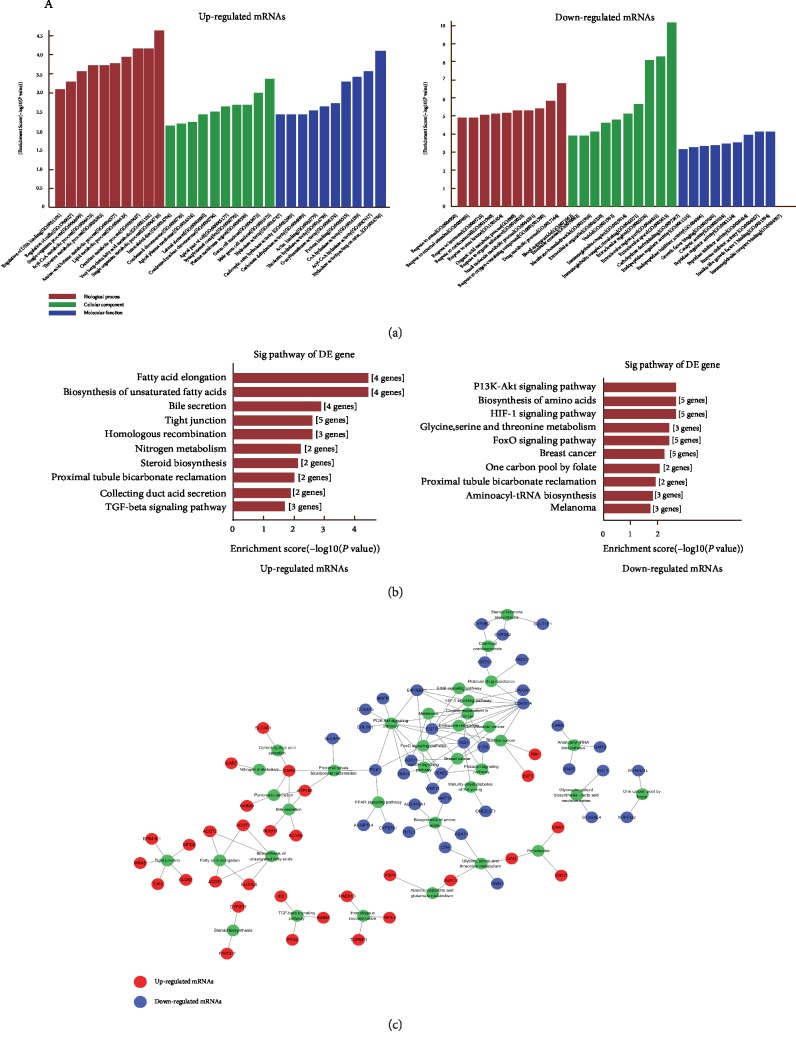
Gene Ontology (GO) and KEGG pathway analysis with top 10 enrichment score. (a) GO analysis of up- and down-regulated mRNAs with top ten enrichment score covering domains of biological processes, cellular components, and molecular functions. (b) KEGG pathway enrichment analysis of up- and down-regulated mRNAs with top ten enrichment score. (c) The link and overlapping of associated molecules among significant pathways.

**Figure 4:**
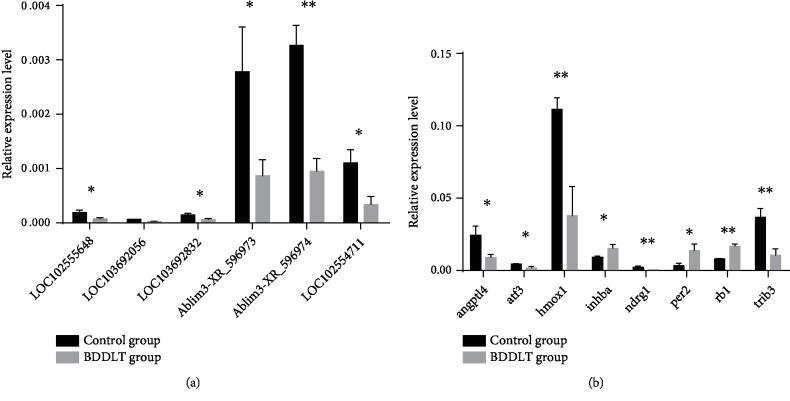
Validation for the expression of significant transcripts by qRT-PCR. The relative expression levels of six lncRNAs (a) and eight mRNAs (b) are shown in the control and BDDLT group liver tissues. All data are shown as the mean ± SD. The levels of statistical significance are indicated as ^∗^*p* < 0.05, ^∗∗^*p* < 0.01. For statistical analysis, a two-tailed Student's *t* test was used.

**Figure 5:**
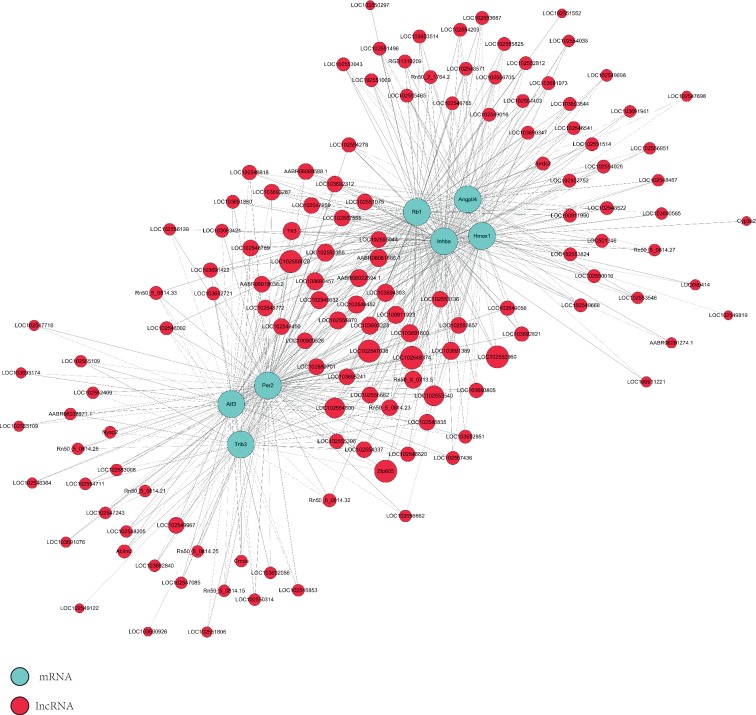
Coding noncoding gene co-expression networks of 7 significant mRNAs with their associated lncRNAs. The network is based on the Pearson correlation coefficient (the absolute value of PCC ≥ 0.90, *p*-value <0.01, and FDR < 0.01). Solid lines indicate positive correlations, and dashed lines indicate negative correlations. The size of the lncRNA dot represents the number of genes co-expressed with the lncRNA.

**Figure 6:**
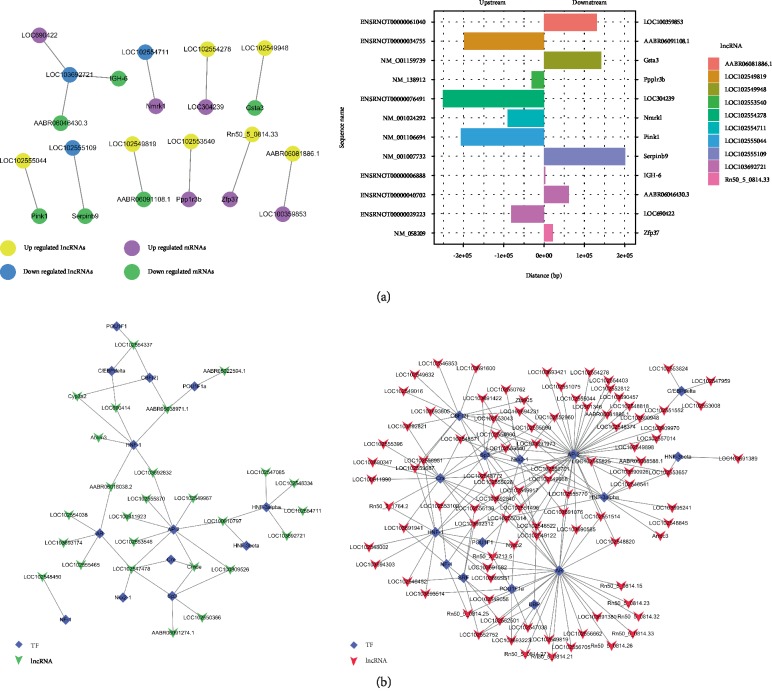
Cis regulation of lncRNAs to nearby coding genes and the network of enrichment transcription factors and query lncRNAs. (a) lncRNAs and their potential cis regulated nearby genes are shown in the network and the distances between lncRNAs and their cis regulated genes are presented. (b) According to the prediction of transcription factor regulation in the promoter region of lncRNA, the transcription factors of rats in the TRANSFAC8.3 database were predicted. The up-regulated lncRNAs-TFs network consists of 15 TFs and 95 correlated lncRNAs, and they are connected by 172 edges. The down-regulated lncRNAs-TFs network consists of 13 TFs and 26 correlated lncRNAs, and they are connected by 43 edges.

**Figure 7:**
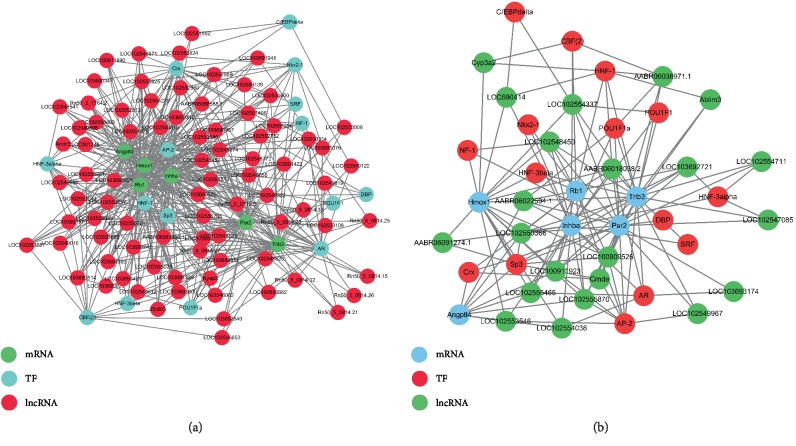
The lncRNA-TF-gene trans regulation network. Network diagram based on the binary analysis of TF-lncRNA using the co-expressed mRNA analysis of lncRNA and mRNA regulated by these transcription factors, using the threshold of abs (PCC) ≥ 0.9 and FDR ≤ 0.05. (a) The up-regulated lncRNAs-TFs-genes network consists of 83 lncRNAs, 15 TFs, and 6 correlated genes. (b) The down-regulated lncRNAs-TFs-genes network consists of 22 lncRNAs, 15 TFs, and 6 correlated genes.

**Figure 8:**
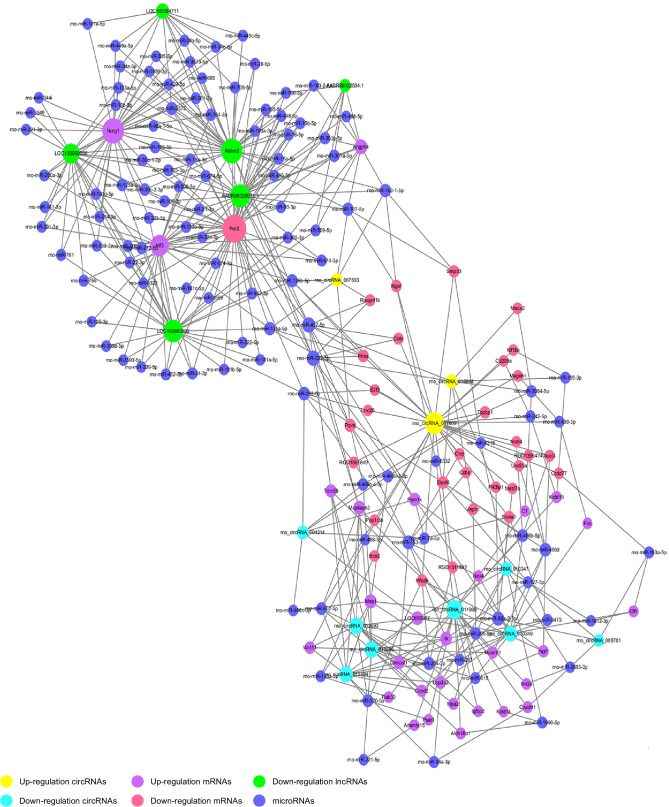
Competing endogenous RNA network. The competing endogenous RNA network is based on lncRNA/miRNA, circRNA/miRNA, and miRNA/mRNA interactions. The edges represent sequence matching, and lncRNAs or circRNAs connect expression correlated with mRNAs via miRNAs.

**Table 1:** Primers designed for qRT-PCR validation of candidate lncRNAs and mRNAs.

Gene	Primer	Annealing temperature (℃)	Product length (bp)
GAPDH (RAT)	F:5′ GCTCTCTGCTCCTCCCTGTTCTA 3′	60	124
	R:5' TGGTAACCAGGCGTCCGATA 3′		
Inhba	F:5′ AACGGGTATGTGGAGATAGA 3′	60	239
	R:5′ TGAAACAGACGGATGGTG 3′		
Per2	F:5′ TTTTTCTGCCGTGTCAGTGTT 3′	60	213
	R:5′GTTTGGTGTGTGGGTTGTTGT 3'		
Rb1	F:5′ AAATCATCGTAACTGCGTAT3′	60	104
	R:5′GTAGAACACTATAATGGAATCAAAC 3′		
Trib3	F:5′ CAAGTTGCGTCGATTTGTC 3′	60	245
	R:5′ CAGAGTCCTGGAACGGGTAT 3′		
Hmox1	F:5′ GGTCCTGAAGAAGATTGCG3′	60	258
	R:5′GAGGGACTCTGGTCTTTGTG 3′		
Ndrg1	F:5′ CTTCGGCAAGGAGGAGATAC 3′	60	196
	R:5' TCCAACCACGAGCAGAGC 3'		
Angptl4	F:5′ AACGCCACCCGCTTACAC 3′	60	142
	′ AGCCTCCATCTGAAGTCATCTC 3′		
Atf3	F:5′ AATTGCTGCTGCCAAGTGT 3′	60	184
	R:5′ CTGAGCCCGGACGATACA 3′		
LOC103692832	F:5′ ATGGTTCGGGAGAGTTACTAGC 3′	60	103
	R:5′ ATGGTTCCAGAGGGATAAGAGT 3′		
LOC102555648	F:5′ CGATCTAAAACTTGTCCGAACA 3′	60	87
	R:5′ CAGCTACTAAACCCGTCCGT 3′		
LOC102554711	F:5′ AATGACGGATGAGCCGATAC 3′	60	66
	R:5′ CGCCCAAGTAGTTGTTGCA 3′		
Ablim3-XR_596974	F:5′ TACCGCTCAGGTGATTTGTCC 3′	60	205
	R:5′ GCATACTGCGGTCAAAATCG 3′		
Ablim3-XR_596973	F:5′ TACTACCGCTCAGCTGGAGAAA 3′	60	99
	R:5′ TTCACTCGTCTTGCTCTTGGTT 3′		
LOC103692056	F:5′ TGGACACTGGGGAGACATT 3′	60	175
	R:5′ AAACTGCTCCATGATTGCTG 3′		

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

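Liver RNA of 3 rats of the BDDLT group and 3 rats of the control group was analysed, taken 12 h after LT. The array data on circRNAs were not analysed here. For each array the authors deposited the Feature Extraction output, which holds for each spot an intensity in 1 colour, before any normalization between arrays, with flags for detection, saturation and outliers. The authors also deposited a table of log2 values with 38329 rows, control rows included, in which the columns of all arrays shared a median of 4.96 and a 75th percentile of 7.92, while their 25th percentile lay between 2.36 and 2.57. Shared upper quantiles are what quantile normalization leaves, and what made the lower ones differ was not tested. The paper's text names no normalization. Over probes well above background on all arrays, each column of that table had a correlation of at least 0.9998 with the log2 intensity of its own array and of at most 0.9964 with that of another array. The table holds no value for 52 of the 38321 probes.

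From the deposited intensity, log2 of the processed signal was taken, flagged outlier spots were removed, the spots of a probe were averaged, and the 75th percentile of the array was subtracted. Control spots were left out, and saturated spots would have been kept. Probes well above background on at least 3 of 6 arrays were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 3 arrays in each group and no covariate. Of the 27259 detected probes, 9 had too few values after outlier removal and were not tested. The limits were those of the paper's methods, a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. All adjusted p values are from limma unless the methods' t-test is named. The moderated variance had 1.86 prior degrees of freedom. Depth has no meaning for arrays, and the 6 arrays limit the precision.

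The steps were tested on simulated data with the means and the spread of 27192 probes and 200 changed probes. For the comparison of the BDDLT group with the control group, limma recovered 67% of log2 changes of 1.5, 72% of changes of 2 and 92% of changes of 3, with between 7 and 8 false calls. The methods' t-test recovered 41%, 43% and 78%. The simulated noise was drawn independently for each probe and array, without the effect of the slide seen in the real arrays. The shares recovered and the false calls therefore hold for such noise only.

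The paper speaks of pairs of livers, and the groups share replicate numbers. Deviations from the group means had a correlation across probes of 0.139, 0.297 and 0.531 for the pairs of replicates 1, 2 and 3. For BDDLT replicate 1 with control replicate 2 it was 0.291 and for BDDLT replicate 2 with control replicate 1 it was 0.200, and these arrays shared a slide. Between slides the correlations were between -0.440 and -0.252. The replicate number is therefore given as a block beside the counts, and so is the slide.

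The alternatives were other normalizations, the deposited normalized log2 values, another background correction, other detection filters, the replicate number or the slide as a block, another variance model, the methods' t-test, limits without adjustment, and each array left out in turn. Normexp was run with an offset of 50 on the median signal of the spot, since the files have no column of mean signal.

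By the rule set before the data were examined, the text was to name the genes the paper names, the probes with the 5 largest rises and the 5 largest falls past both limits with no overlap of the groups, and control genes. The files give 37277 probes only a number of the manufacturer, so at most 2 rising and 2 falling probes are named. Of these, 3 were taken because their fold change matches one the paper gives and 1 as the largest fitted fall, and the match was sought after the values were seen. Of 62 probes with an accession, 39 probes of 38 genes matched a RefSeq accession of the GRCr8 assembly, compared without versions, and 33 of these were detected. At most 8.33% of the genes of any of 23 gene lists had a named probe, where 80% were needed, so tests of gene lists and of cell type markers were left out. Counts by class, correlations of lncRNAs with mRNAs, chromosomes and categories of lncRNAs, and the genes the paper names were left out for the same reason.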

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

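The weighing of scan effects on Ptk2b was chosen after its values were seen. The tests of single spots and of reference genes, and those of negative controls and of strands, were set before their results were seen.

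The array carries 962 probes for both strands of 481 ultraconserved regions, with 3 spots each, which the paper does not discuss. Of these, 331 probes (34.4%) were well above background on at least 3 arrays, against 72.1% of the probes with only a manufacturer's number. They drew attention as a signal that the paper does not discuss, and whether its authors analysed these probes is not known. Unspecific background is argued against, since at most 3.92% of negative control spots were well above background on any array, where at least 28.7% of the ultraconserved probes were. Product of the opposite strand, or genomic DNA, would be seen on both strands. Of the regions, 75 were detected on both strands, 181 on a single strand and 225 on neither. The odds ratio of detection between strands was 2.06 (95% interval 1.37 to 3.11, Fisher's exact test, two-sided p = 0.000385), and many of these probes lie close to the background. This explanation therefore stays open for the regions detected on both strands. Hybridization of other transcripts was not tested. Between the groups, limma called 0 of the 331 probes, and the methods' t-test called 0 with or without adjustment. Of all 27250 tested probes, 4773 had an unadjusted p under 0.05 in limma. Of the 331 probes, 29 had one, a smaller share, where 16.6 would be expected by chance. Of the 331, 2 had an adjusted p under 0.05, at less than a 2-fold change. The one with the smallest p was for region uc.404 on the plus strand, with a log2 fold change of -0.81, a standard error of 0.09 and an adjusted p of 0.0287, which was between 0.0271 and 0.265 over 19 alternatives. Whether the transplanted liver expresses these regions stays a hypothesis.

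A probe for Ptk2b, on 10 spots per array, had a log2 signal of -1.08 ± 0.14 (SD, n = 3) in the BDDLT group and -2.20 ± 0.25 (SD, n = 3) in the control group. It drew attention because it has no value in the authors' normalized table and the paper does not discuss the gene. Its log2 fold change was 1.123, with a standard error of 0.16 and an adjusted p of 0.0410 from limma, and it was higher in all 3 BDDLT livers than in any control liver. It was the 1 called among 33 named and detected probes. A bad spot is argued against, since all 30 BDDLT spots lay above every control spot. A scan effect confined to one slide is argued against by a log2 fold change of 1.18 on the first slide and of 1.02 on the second, which holds 1 array of each group. The slide as a block could not change the fold change, since both groups have the same number of arrays on each slide. The normalization is argued against by a log2 fold change of 1.158 when the arrays were scaled by the median of 12 reference gene probes. Its log2 fold change was between 0.60 and 1.23 over 17 alternatives, and its adjusted p was between 0.0123 and 0.238. By the limits of each alternative it was called in 6 of these and not in 11. The 6 include limits on the unadjusted p alone, and the 11 include each of the fits without 1 array. The lowest fold change came from normexp. A different mix of cells in the liver was not tested, since the files name too few marker genes. A rise of Ptk2b after transplantation from brain-dead donors is a hypothesis found and tested on the same arrays.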

How the results depend on the processing

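All alternatives were set before the data were examined, except normexp on the median signal, the first slide alone, the methods' t-test with the unadjusted p, the methods' t-test on the deposited normalized values, and the counting of changes of more than 5-fold over all classes. Counts below are of differentially expressed probes, first higher and then lower in the BDDLT group, and then rises and falls of more than 5-fold with both groups measured, that is, well above background on at least 1 array of each group. The main counts were 222 in all, 144 and 78, with 12 and 2. Where a count moved, the cause was not tested, except where fewer arrays or another limit entered by construction.

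The counts stayed within 1.5 times the main counts with quantile normalization (249, of which 194 were shared with the main calls) and with the deposited normalized values (252, 192 shared). With limma's trend and robust moderation the total was 308 (213 shared), and falls of more than 5-fold rose to 6. With probes well above background on all 6 arrays the total was 258 (181 shared), and these falls were again 6. Normexp gave 115, with 72 higher and 43 lower, and 1 rise of more than 5-fold. With no detection filter there were 22, with 15 higher and 7 lower, 4 rises and 0 falls of more than 5-fold, from 38299 probes tested and 829 past the unadjusted limits.

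With the replicate number as a block, which treats the livers as pairs, limma called 0 probes, so 0 higher and 0 lower, with 0 rises and 0 falls of more than 5-fold, while 641 met the unadjusted limits. With the slide as a block there were 355, with 142 lower and 213 higher, and 16 rises and 4 falls of more than 5-fold. On the first slide alone, limma called 0, with 0 in each direction and 918 at the unadjusted limits.

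At the unadjusted p, limma gave 617, with 346 higher and 271 lower, and 31 and 10 of more than 5-fold. The methods' t-test gave 504 at the unadjusted p, with 295 higher and 209 lower, and 24 and 9 of more than 5-fold. After adjustment it gave 73, with 48 higher and 25 lower, and 6 and 0 of more than 5-fold. On the deposited normalized values it gave 499 unadjusted, with 296 higher and 203 lower, and 24 and 7 of more than 5-fold. After adjustment these values gave 88, with 56 higher and 32 lower, and 7 and 0 of more than 5-fold. In simulated data of 27192 probes with 0 changed, limma gave 195 and the methods' t-test 119 at the unadjusted limits. The simulated noise was independent between probes and arrays and had no slide effect, so these are not the counts expected by chance on the real arrays.

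When 1 array was left out, the total was between 0 and 96, with 0 to 64 higher and 0 to 32 lower, and with 0 to 14 rises and 0 to 3 falls of more than 5-fold. It was 0 without BDDLT replicate 1, BDDLT replicate 2 or control replicate 2, where 550, 552 and 538 probes met the unadjusted limits in limma. It was 61 without BDDLT replicate 3, 50 without control replicate 1 and 96 without control replicate 3.

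The number of detected probes was 27259, and 23971 or 33325 with the stricter or the looser flag. The difference of mean r within and between groups was 0.00337, and 0.00340 and 0.00326 with the other normalizations. Among probes with both groups measured, the largest rise past the limits was between 7.60-fold and 16.2-fold and the largest fall between 4.94-fold and 19.2-fold where any such probe was called. The fall of 19.2-fold came without control replicate 1. Every named probe and gene kept its direction in every alternative run on it. Probes not well above background in a group allow only a bound, which limits the counts of large changes.

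Not run were normexp on the mean signal, the counts of lncRNA and of mRNA probes, the tests of gene lists with camera, fry or an estimated correlation, and the pairs of lncRNAs and mRNAs, because the files used here hold no column of mean signal and name neither classes nor most genes.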

Differences from the paper's values

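The paper counts 7 falls of more than 5-fold, all in mRNAs, and its largest fall of an lncRNA is below 5-fold, so the count covers all classes. Here 2 probes fell by more than 5-fold past both limits with both groups measured. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with probes well above background on all 6 arrays (6), with limma's trend and robust moderation (6) and at the unadjusted p (10). It was outside with quantile normalization (3), with the deposited normalized values (3), with the slide as a block (4), and at 0 with no detection filter, with the replicate block and with the methods' t-test after adjustment. Without 1 array it was between 0 and 3. Among the settings chosen after seeing the data, the methods' t-test at the unadjusted p gave 9, and on the deposited normalized values it gave 7, equal to the paper's count. Normexp gave 2, and the first slide alone and the methods' t-test on the deposited normalized values after adjustment gave 0.

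The paper's counts of lncRNAs and mRNAs sum to 558, of which 345 were up-regulated and 213 down-regulated, under limits that include the FDR. Here 222 probes of all classes passed, 144 higher and 78 lower. Here probes were counted, and a transcript can have more than 1 probe. Of the alternatives set before the data were examined, the counts nearest to the paper's were 355 with the slide as a block, 308 with trend and robust moderation and 617 at the unadjusted p, of which the last was within 1.5 times the paper's sum. Chosen after seeing the data, the methods' t-test at the unadjusted p gave 504, and 499 on the deposited normalized values, both within 1.5 times. None of the settings run gave the paper's 345 and 213.

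The paper's largest rise is 12.22-fold. The probe with this rise in the deposited normalized values was not past the limits here, with an adjusted p of 0.0582 from limma. Its adjusted p from limma was past the limit with the deposited normalized values (0.0493), with probes well above background on all 6 arrays (0.0391) and with trend and robust moderation (0.0303), and it was past the unadjusted limit. It was also past the limits with settings chosen after seeing the data, which are normexp (0.0218) and the methods' t-test at the unadjusted p on either set of values. Over all 20 alternatives its adjusted p was between 0.0218 and 0.274.

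The paper's clustering, drawn on the differentially expressed transcripts, separates the groups. Over all detected probes the arrays clustered by slide, and over the 222 differentially expressed probes they clustered by group.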

Other observations

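The tests of the detected probes on replicate 3 and of the ranges of manufacturer's numbers, other than on each slide alone, were chosen only after the result was seen. The tests of the splits of the arrays and of the regions of the array were set before their results. The tests of each slide alone were added after the calls over all arrays and a fit with the slide as a block had been seen, with what they would show written before their own values, and how to read the share in the same direction was settled after it was seen.

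Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave at least 222 differentially expressed probes, which is the real split. With 10 splits chance cannot be excluded at a share under 0.05, so chance and a difference between the groups cannot be told apart by this count. Another split gave at most 50 probes, or 551 at the unadjusted limits. Among the 4 splits that part all 3 pairs of replicate numbers as the real one does, the other splits gave 0 probes in limma and at most 108 at the unadjusted limits, while the other 6 of the 10 keep a pair together. Both groups have the same number of arrays on each slide, so an effect common to the arrays of a slide cannot make a difference between the groups, and the slide as a block tests nothing here. A difference confined to one slide is argued against as the whole cause. Of 918 probes past the unadjusted limits on the first slide, 82.24% lay in the same direction on the second, against 62.5% of all tested probes, where the second slide holds 1 array of each group and probes are not independent. A stain or scratch confined to 1 region as the whole cause is also argued against, since each of 32 regions held between 1 and 15 called probes. No difference from the spread of shuffled probes was found (permutation test with 10000 shuffles, p = 0.133). With so few called probes per region this does not exclude a local effect on part of them. The difference in the donors remains open as an explanation, with differences between single animals.

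Replicate 3 of both groups had more probes well above background than any other array, by at least 2976 probes. These arrays share a slide, and no other array was on it. A scan effect and a difference of the animals of replicate 3 cannot be told apart, since replicate 3 and the slide coincide.

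Rises and falls were not spread evenly over the manufacturer's numbers. Among the numbers from 27000 on, a boundary chosen after the values were seen, 56 probes rose and 17 fell, so that 76.71% rose. Among the lower numbers 87 rose and 61 fell, or 58.8% rises. The odds ratio was 2.30 (95% interval 1.18 to 4.65, Fisher's exact test, two-sided p = 0.0107). Probes from 27000 on were detected less often, 55.3% against 78.5%, but dim signal as the whole cause is argued against by an odds ratio of 2.155 within 5 strata of mean signal (interval 1.04 to 4.61). The normalization is argued against by an odds ratio of 3.838 after quantile normalization (interval 1.87 to 8.43). An effect confined to the second slide is argued against by an odds ratio of 2.45 on the first slide alone (interval 1.81 to 3.33, probes past the unadjusted limits). On the second slide the odds ratio was 2.089, over probes with at least a 2-fold difference between its 2 arrays. That slide holds 1 array of each group, and no value for 2 arrays of the same group was set beside it. An effect confined to the first slide therefore stays open. With arrays left out, the odds ratio was 1.04 without control replicate 1 (interval 0.249 to 4.82, 50 probes called), 6.10 without control replicate 3 (interval 1.62 to 34.5, 96 probes) and 3.53 without BDDLT replicate 3 (interval 0.820 to 21.8, 61 probes). These intervals are wide and all include the value over all arrays. Without any of the other arrays limma called 0 probes, which gives no odds ratio. A candidate explanation is a different mix of transcript classes in the ranges. The paper's counts give 79.4% rises among lncRNAs and 49.7% among mRNAs, which are shares by class and not by range of numbers. The files do not name the classes, so this cannot be told apart from other causes. The probe that rose 7.86-fold lies in the range from 27000 on, and the 2 probes that fell 4.32-fold, the paper's value for an lncRNA, do not.

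Named control genes gave these values. Actb had a log2 fold change of 0.50 (standard error 0.21, adjusted p of 0.294 from limma), between 0.28 and 0.71 over the alternatives. Over 12 reference gene probes the median log2 fold change was 0.07. Cyp2e1, a hepatocyte gene, had a log2 signal of 6.22 ± 0.87 (SD, n = 3) in the BDDLT group and 7.21 ± 0.17 (SD, n = 3) in the control group, a log2 fold change of -0.99 with a standard error of 0.43 and an adjusted p of 0.314 from limma, and it was not called in any of 17 alternatives, where its adjusted p was between 0.156 and 0.586. Its log2 fold change was -0.52 without BDDLT replicate 1 and -1.37 without BDDLT replicate 3. Trim2 had a log2 fold change of 0.83, under the limit of 2-fold, with a standard error of 0.12 and an adjusted p of 0.0429 from limma, which was between 0.0123 and 0.241 over 17 alternatives. Trim2 was singled out after its values were seen.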
